A study of Homo sapiens with 6 samples.

How the data were processed

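PRO-seq was performed on T47D cells treated for 5 h with DMSO, 500 nM GDC0068 or 100 nM Degrader, with 2 libraries per arm. The values used here are the raw counts per gene interval that the authors deposited as a single table with 1 column per library. That they are unnormalised counts follows from the values, which are whole numbers with totals that differ between libraries. The deposited counts were made by the authors with steps that are only partly recorded: per the labels' protocols, cells were trypsinised, permeabilised and frozen in aliquots, and the text ends before library making. Neither the labels nor the table's header names the aligner, the counting tool, the genome build, a spike-in, the removal of duplicates, the use of strand or the part of a gene that was counted. Each of these can change the counts. Without a spike-in, a drug effect common to all genes is removed by normalisation. Without stated use of strand, antisense and overlapping transcription can enter a gene's count. Duplicate reads, where kept, make counting error look smaller than it is, so the counting errors given cover counting only.

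Per the file headers, each interval has an Ensembl identifier, a gene name, a chromosome, a start, an end and a strand. A further column equals the start site of every one of the 20333 intervals when the start is read as counting from 0, so starts are written here counting from 1. Because no build is named, no coordinates of another annotation are printed. A gene table of the human assembly GRCh38.p14 served only to check names and to see which genes neighbour each other: 15572 gene names (76.6%) were found in it, and of these 15540 (99.8%) overlapped the interval of the same name. The median interval length was 13766 bp, and 350 intervals were shorter than 200 bp. Of the intervals tested, 14.8% overlap another on the same strand and 32.0% overlap another on either strand.

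Sample groups and replicate numbers were taken from the sample labels, and every column was matched to its sample by the description in the labels. The tests, the samples in each fit, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, except where the text says otherwise. Genes were named by this rule: in each contrast, the 4 with the highest and the 4 with the lowest log2 fold change among those called, with a mean of at least 1 CPM and with both libraries of one arm above both of the other; AKT1 and AKT2; and up to 3 members of each list with the smallest adjusted p among those called. It gave 45 genes, not all of which are reported here.

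Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), which removed 431 genes and left 19902; 7 genes had no count in any library. Library sizes were scaled by the trimmed mean of M-values (TMM), with factors from 0.997 to 1.003. All 6 libraries entered one quasi-likelihood fit (glmQLFit and glmQLFTest) with a term per arm, so that the 3 arms share one estimate of the spread with 3 residual degrees of freedom. The common biological coefficient of variation was 5.51%. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested, and every edgeR adjusted p in the text comes from this fit unless a setting is named. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM values use TMM-scaled library sizes, and SD is over the 2 libraries of an arm. No gene named had a library at or under 3 counts. With 2 libraries per arm, no rank or permutation test between arms can pass 0.05, so the tests rest on the spread shared across genes.

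Lists of genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, the same design and an inter-gene correlation preset to 0.01, adjusted over the 18 tests of 6 lists in 3 contrasts. The value given for a list is the median log2 fold change of its members. The fry test and camera with an estimated correlation were run beside it. In the closing part, camera p-values were adjusted over 60 tests of 5 lists in several fits, and over 42 tests for the dose factors; fry and estimated values for the ribosomal protein genes were adjusted over the 3 contrasts. Over the members of a list, edgeR p-values were also adjusted over the list alone.

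The contrasts with DMSO share their control libraries. To show what that alone gives, counts for all 6 libraries were simulated 20 times with the fitted dispersions. Each gene had the same mean in every arm, pooled over the 6 libraries, so the shared controls were simulated too. For the share of like signs, GDC0068 libraries were simulated from the GDC0068 means, and DMSO and Degrader libraries from the DMSO means. Signs were compared at the 712 genes with the smallest p under GDC0068.

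The replicate numbers come from the labels, and the series describes 2 independent experiments. Libraries with the same number deviated together from their arm means: across genes, the correlation of the deviations was 0.177 for DMSO and GDC0068, 0.220 for DMSO and Degrader and 0.204 for GDC0068 and Degrader, and over the 13897 genes with at least 10 CPM it was 0.419, 0.492 and 0.425. The numbers were therefore taken to pair the libraries. The main fit, fixed before the data were examined, has no term for this pairing, so differences between replicates enter its spread. A fit with the replicate number as a block had a coefficient of variation of 3.11% on 2 residual degrees of freedom, and its values are given beside a result where they change a call, or the number of genes or list members called by over 1.5 times.

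The alternatives were DESeq2's size factors or total counts in place of TMM, no filter on low counts, a mean of at least 50 counts, the Wald test of DESeq2 1.42.0, edgeR without its legacy mode, edgeR with robust estimation, the replicate block, a fit to only the 4 libraries compared, other thresholds (0.1, 0.01, or at least 1.5-fold), separate controls for the 2 drugs, and leaving out each library in turn. Removing each library's smooth trend on interval length (lowess, span 0.3), alone or with the replicate block, was added after seeing the data.

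The fit was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by 1.5-fold or 2-fold in one arm. The changed genes were drawn only from genes above a minimum mean count. Most genes called in the real data changed by less than 1.5-fold. The recovery given next therefore does not measure power for such changes or for low-count genes. Without a shared replicate effect, among 19862 genes tested, 93.5% of the changed genes were called, with 15 false calls (7.43% of calls), and 92.0% with the replicate block. With a shared replicate effect, among 19860 genes tested, 88.0% were called with 0 false calls, and 98.5% with the block, which made 9 false calls (4.37% of calls). An unchanged arm gave 0 calls, or 1 with the block under a shared effect. Lists used only in the closing part (ribosomal protein genes, 30 abundant mRNAs and 8 genes under the aryl hydrocarbon receptor) were chosen after seeing the data. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.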

Results

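Nascent transcription was measured by precision nuclear run-on sequencing (PRO-seq). In this assay, RNA polymerases already engaged on DNA extend their transcripts in permeabilised cells, and the newly labelled RNA is sequenced, so that the reads in a gene report polymerase activity rather than the amount of mature RNA. The cells were T47D, an established luminal breast cancer line that carries the estrogen receptor and is negative for HER2. They were kept in growth factor-complete medium and treated for 5 h in 3 arms. One arm received DMSO, the solvent. Another received 500 nM GDC0068, an inhibitor of the catalytic activity of the AKT kinases, which act downstream of PI3K. The last arm received 100 nM of the compound INY-05-040, which leads to degradation of the AKT proteins and is called Degrader here. Each arm had 2 libraries, 1 from each of 2 independent experiments, giving 6 libraries.

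The deposited table held raw counts for 20333 gene intervals. Total counts were 32192576 and 27115097 in the DMSO libraries, 25371819 and 30446207 under GDC0068, and 28819746 and 29138816 under Degrader. The median count per gene lay between 616 and 761, at which counting error alone is 3.63% to 4.03%. Library-scaled counts (CPM) correlated across genes between the replicates of each arm with Pearson's r of 0.995 on the log2 scale in all 3 arms, where genes are not independent replicates. Replicates nonetheless differed by more than sampling noise. The chi-square per degree of freedom was 5.03 for DMSO, 6.98 for GDC0068 and 5.61 for Degrader, so in no arm did the 2 libraries repeat the same counts. The test cannot tell separate cells from a second library of the same cells, and libraries of different arms were not compared in this way. After the filter on low counts, 19902 genes were tested. The interval with the most counts, FP236383.3 on chromosome 21 (8381264 to 8410645), spans a ribosomal RNA gene and took 1.29% to 2.58% of a library. No spike-in is stated in the labels, so every change given here is relative to the bulk of genes, and a change in total transcription was not measured.

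The transcription of the genes that encode the drug targets was examined first. AKT1 (ENSG00000142208, chromosome 14, 104769349 to 104795733, minus strand) stood at 232 ± 3.6 CPM in DMSO, 199 ± 2.7 CPM under GDC0068 and 189 ± 1.8 CPM under Degrader (SD, n = 2 throughout). Its log2 fold change against DMSO was -0.30 under Degrader (SE 0.048, edgeR adjusted p = 0.00227) and -0.22 under GDC0068 (SE 0.048, edgeR adjusted p = 0.0309). Adjusted over the list alone, that is over the 6 tests of AKT1 and AKT2, these values were 3.10e-04 and 0.00172 (edgeR). The GDC0068 call was lost when only the 4 libraries compared were fitted, with an edgeR adjusted p of 0.0524. Degrader and GDC0068 did not differ in AKT1, with a log2 fold change of -0.07 (edgeR adjusted p = 0.516). AKT2 (ENSG00000105221, chromosome 19, 40230317 to 40285337, minus strand) gave 99.2 ± 3.5 CPM in DMSO, 99.3 ± 3.6 CPM under GDC0068 and 107 ± 0.42 CPM under Degrader. Its change of 0.10 under Degrader was not called (edgeR adjusted p = 0.195), but it was called with the replicate block (edgeR adjusted p = 0.0438), and it was 0.07 without DMSO replicate 1. Under GDC0068 its change was 0.00 (edgeR adjusted p = 0.993), a value that ranged from -0.04 without DMSO replicate 1 to 0.04 without DMSO replicate 2. The AKT2 interval overlaps MIR641 and AC118344.1 on its own strand, and the AKT1 interval overlaps a gene on the opposite strand, so some of these reads could be counted elsewhere.

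How far transcription changes after 5 h without functional AKT was addressed by setting each drug against DMSO. Under Degrader, 3039 genes were called by edgeR at an adjusted p under 0.05, of which 1470 were higher and 1569 lower. Their median log2 fold change was 0.33 for the higher and -0.32 for the lower genes. A change of at least 1.5-fold was reached by 338 of them and of at least 2-fold by 47. Unadjusted p-values under 0.05 numbered 5948, where chance alone gives 995. Entering the replicate number as a block moved the count most among the other models: 6114 genes were called (2996 higher, 3118 lower), and all 3039 were among them with the same sign. Coordinates here and below are those of the deposited table, which names no genome build.

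The largest called increases under Degrader, among genes with a mean of at least 1 CPM, were those of IRS2, CALCOCO1, HBP1 and AL392083.1. IRS2 (ENSG00000185950, chromosome 13, 109752695 to 109786576, minus strand) rose to 29.0 ± 1.8 CPM, a log2 fold change of 1.40 (SE 0.100, edgeR adjusted p = 3.59e-05). CALCOCO1 (ENSG00000012822, chromosome 12, 53711159 to 53727446, minus strand) rose from 23.8 ± 1.9 CPM to 56.6 ± 2.5 CPM, by 1.25 (SE 0.0892, edgeR adjusted p = 3.59e-05). HBP1 (ENSG00000105856, chromosome 7, 107169030 to 107202508, plus strand) rose from 20.4 ± 0.56 CPM to 48.4 ± 4.4 CPM, by 1.25 (SE 0.0844, edgeR adjusted p = 2.66e-05). The change of the low-count transcript AL392083.1 (chromosome 10, 1290018 to 1293919) rested on 1 library: it was 1.19 (edgeR adjusted p = 0.0335) and 0.52 without Degrader replicate 2. Under the same minimum, the largest decreases were in short or low-count intervals. MIR663A (ENSG00000284419, chromosome 20, 26208186 to 26208236, minus strand) fell from 461 ± 6.0 CPM to 158 ± 42 CPM, a log2 fold change of -1.54 (SE 0.151, edgeR adjusted p = 1.70e-04). AL032819.1 (chromosome 16, 1408394 to 1412248), which lies within UNKL, changed by -1.52 (edgeR adjusted p = 0.00286). MIR4521 (chromosome 17, 8186863 to 8187004), beside a transfer RNA gene, changed by -1.41 (edgeR adjusted p = 7.49e-04). AC011008.1 (chromosome 8, 10840109 to 10847594) changed by -1.36 from 1.76 ± 0.46 CPM (edgeR adjusted p = 0.0188). MIR663A has a near-identical copy in MIR663B, and reads of either could be assigned to the other.

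GDC0068 changed fewer genes past the threshold. Against DMSO, edgeR called 712 genes, 338 higher with a median log2 fold change of 0.35 and 374 lower with a median of -0.32. At least 1.5-fold changes were found in 67 of these genes and at least 2-fold changes in 6 (172 and 21 among the calls of the blocked fit). Unadjusted p-values under 0.05 numbered 3972, against 995 by chance. With the replicate block the count was 3540 (1766 higher, 1774 lower), and all 712 genes were called again with the same sign. Among genes with a mean of at least 1 CPM and separated libraries, the 4 largest called increases were those of MTND1P36 (chromosome 11, 103407441 to 103408552, a pseudogene of a mitochondrial gene, log2 fold change 1.13, edgeR adjusted p = 0.00310), SDAD1P1 (a pseudogene on chromosome 8, 26379259 to 26382958, 0.98, edgeR adjusted p = 0.0234), AL031432.2 (chromosome 1, 25266102 to 25267915, 0.97, edgeR adjusted p = 0.0129) and PRDM1. PRDM1 (ENSG00000057657, chromosome 6, 106086373 to 106109938, plus strand) rose from 2.19 ± 0.23 CPM to 4.12 ± 0.52 CPM, by 0.91 (SE 0.183, edgeR adjusted p = 0.0248). Among the 4 largest decreases, MIR663A fell to 123 ± 25 CPM, a log2 fold change of -1.91 (SE 0.154, edgeR adjusted p = 3.42e-04). MIR663B (chromosome 2, 132256966 to 132257965) changed by -1.23 (edgeR adjusted p = 0.00847). With robust estimation in the edgeR fit, neither of these 2 decreases was called (edgeR adjusted p of 0.0697 and 0.169). RNU1-73P (chromosome 5, 97175950 to 97176513), a small nuclear RNA pseudogene inside RIOK2, changed by -1.26 from 1.51 ± 0.11 CPM (edgeR adjusted p = 0.0366). The last of the 4 was MIR3648-2 (chromosome 21, 8987172 to 8987178), an interval of 7 bp with a near-identical copy, which changed by -1.12 (edgeR adjusted p = 0.0403).

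**Figure D1:**
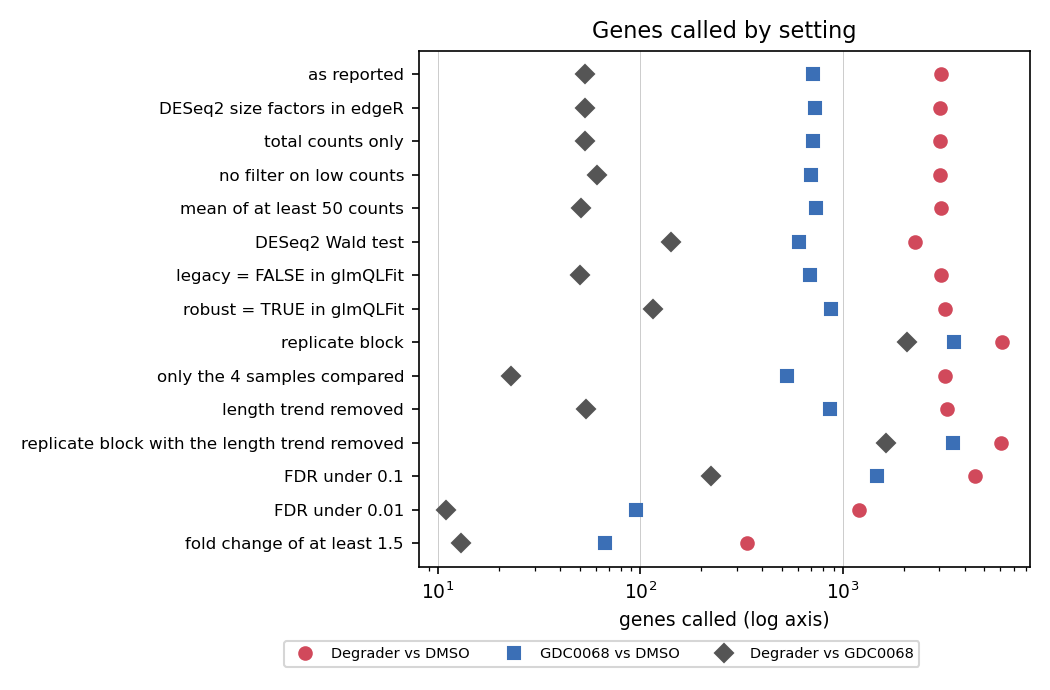
Number of genes called (log axis) in each of the 3 contrasts under the settings listed on the left, with the count as reported in the top line. The replicate block raised all 3 counts, from 3039 to 6114, from 712 to 3540 and from 53 to 2065, and the stricter thresholds lowered them.

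Whether the drugs changed the same genes was asked next. Both drugs called 604 genes, 599 in the same direction and 5 in opposite directions. These were 84.8% of the GDC0068 calls and 19.9% of the Degrader calls. In the fit with the replicate block 2673 genes were called under both drugs, 2652 in the same direction and 21 in opposite directions, which were 75.5% and 43.7% of the calls. Because both contrasts use the same DMSO libraries, a like sign is favoured even without an effect of the second drug, so the values were set beside 20 simulations with unchanged groups. Of the 712 genes called under GDC0068, 698 (98.0%) had a Degrader change of the same sign, against a mean of 70.1% (range 65.4% to 73.6%) for the 712 top GDC0068 genes when Degrader was simulated without an effect. The simulated fits called a mean of 2488 genes under GDC0068 (2238 to 2782), so they were not matched to the real fit. Their share is therefore a rough guide only. With the replicate block the observed share was 95.5%. The median size of the log2 change over the 712 genes was 0.33 under GDC0068 and 0.38, in the GDC0068 direction, under Degrader. In 451 of them (63.3%) the change was larger under Degrader. Since these genes were chosen by their GDC0068 values, this comparison is not symmetric.

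Across all 19902 genes, which are not independent replicates, the 2 sets of log2 fold changes correlated with Pearson's r of 0.663 and Spearman's rho of 0.657. Simulated groups without any change gave 0.494 (0.477 to 0.513) and 0.457 against shared simulated controls, and called a mean of 0.75 genes in both contrasts. Over the 13897 genes with at least 10 CPM the observed values were 0.759 and 0.730, and the simulated Pearson value was 0.497. When each drug was given its own DMSO library, which removes the shared control, Pearson's r was 0.308 or 0.400 depending on the library, and 0.484 or 0.638 over the genes with at least 10 CPM. The 2 DMSO libraries have different replicate numbers, so a difference between replicates enters the 2 drug effects with opposite signs. These values therefore do not show the removal of the shared control alone. Leaving out 1 library at a time gave values from 0.487, without GDC0068 replicate 2, to 0.751, without DMSO replicate 2. No unchanged groups were simulated with a library left out, so these values have no matching value without a change. The lowest lies within the simulated range for all 6 libraries (0.477 to 0.513).

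**Figure D2:**
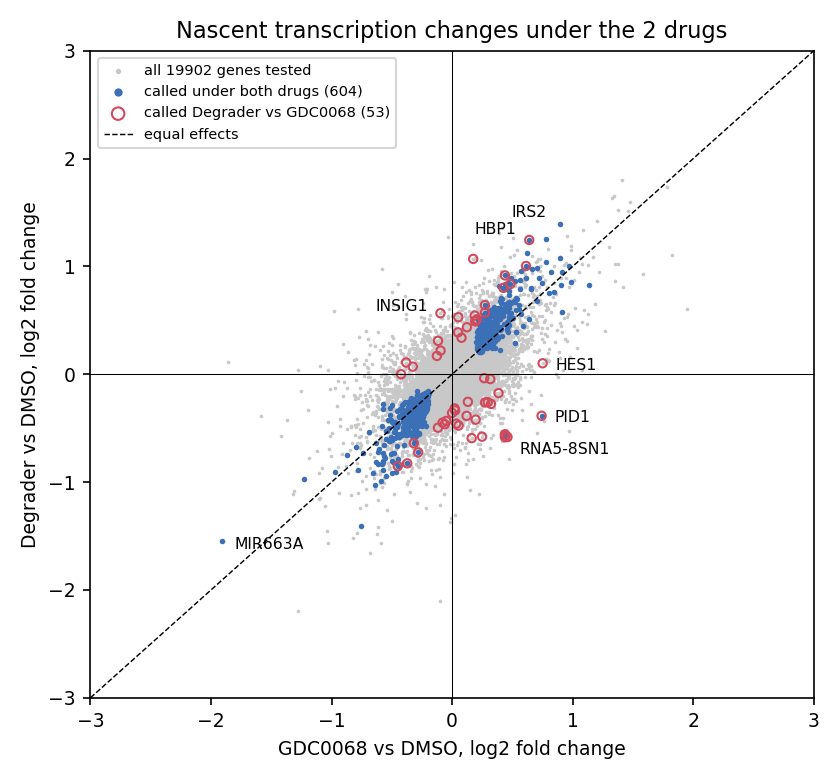
Each point is 1 of the 19902 genes tested, with its log2 fold change against DMSO under GDC0068 (horizontal) and under Degrader (vertical). The 604 genes called under both drugs (blue) changed in the same direction under both except for 5 of opposite sign. Red rings mark the 53 genes called between the drugs in the fit without the replicate block.

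The direct contrast of Degrader with GDC0068 asked whether loss of the AKT proteins and inhibition of their activity differ in effect at doses that had been chosen for comparable suppression of downstream signalling. edgeR called 53 genes, 23 higher under Degrader (median log2 fold change 0.37) and 30 lower (median -0.50). Unadjusted p-values under 0.05 numbered 2811, against 995 by chance. This count depended on the model more than the others: the replicate block gave 2065 genes (1001 higher, 1064 lower), all 53 among them with the same sign, and the fit to the 4 libraries compared gave 23. Changes of at least 1.5-fold were seen in 13 genes and of at least 2-fold in 4, or in 80 and 17 with the block.

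Among the genes higher under Degrader, INSIG1 (ENSG00000186480, chromosome 7, 155297880 to 155310235, plus strand) stood at 31.5 ± 1.9 CPM against 19.9 ± 0.087 CPM under GDC0068 and 21.3 ± 0.40 CPM in DMSO, a log2 fold change between the drugs of 0.66 (SE 0.0829, edgeR adjusted p = 0.00827). HBP1 was higher by 0.61 (SE 0.0816, edgeR adjusted p = 0.0134). The other large increases were those of AC046185.3 (chromosome 17, 63699852 to 63702670, 0.89, edgeR adjusted p = 0.0410), which overlaps LIMD2 on the opposite strand, and AC024560.4 (chromosome 3, 197649303 to 197652073, 0.49, edgeR adjusted p = 0.0396). Both lost their call in the fit to 4 libraries (edgeR adjusted p of 0.0644 and 0.0751). The largest decrease was that of PID1 (ENSG00000153823, chromosome 2, 229023995 to 229271274, minus strand). It stood at 117 ± 0.86 CPM in DMSO, 195 ± 34 CPM under GDC0068 and 89.3 ± 14 CPM under Degrader, a log2 fold change between the drugs of -1.13 (SE 0.110, edgeR adjusted p = 0.00177). With robust estimation it was not called (edgeR adjusted p = 0.113). Next came 5.8S ribosomal RNA intervals on chromosome 21, whose reads cannot be assigned to one copy: RNA5-8SN1 (8439822 to 8439975) with -1.04 (edgeR adjusted p = 0.00177), RNA5-8SN3 (8395606 to 8395759) with -1.02 (edgeR adjusted p = 0.00177) and FP671120.4 (8256780 to 8256933) with -1.01 (edgeR adjusted p = 0.00193). RNA5-8SN1 had 363 ± 56 CPM in DMSO, 499 ± 7.6 CPM under GDC0068 and 243 ± 29 CPM under Degrader. FP671120.4 was not called with robust estimation (edgeR adjusted p = 0.0646).

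**Figure D3:**
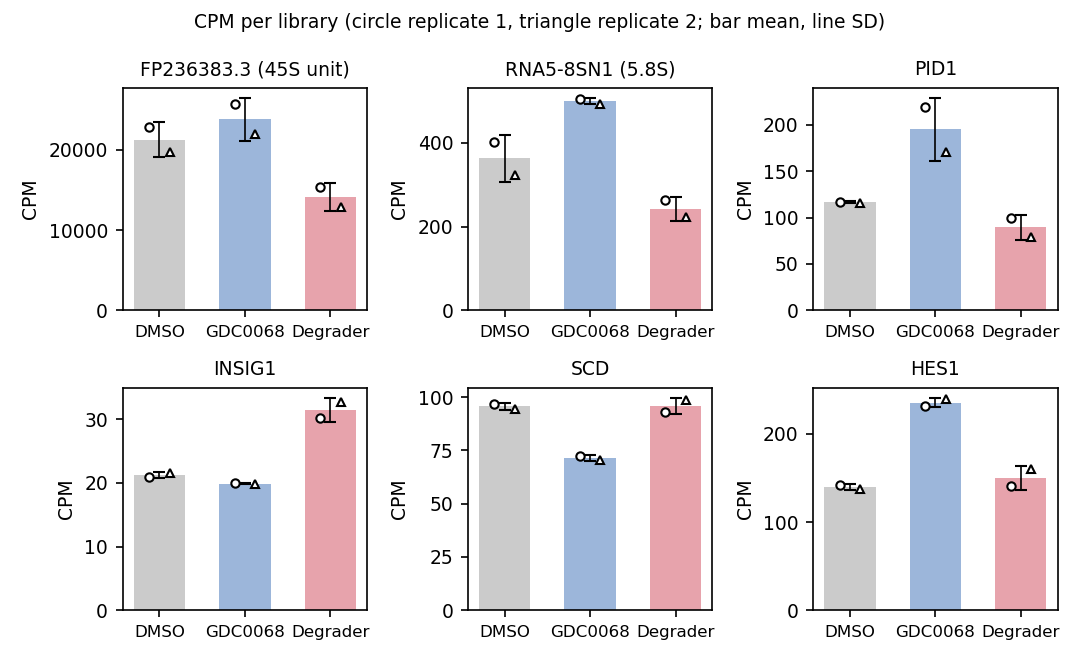
CPM in each of the 6 libraries (circle, replicate 1; triangle, replicate 2) for 6 intervals, with a bar at the mean of each arm, a line for the SD and axes that start at 0. RNA5-8SN1 and PID1 are highest under GDC0068 and lowest under Degrader, INSIG1 is highest under Degrader, SCD is lowest under GDC0068, and HES1, which was chosen after its values were seen, is highest under GDC0068.

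Groups of genes known to respond to pathways around AKT were compared through 6 lists written down from general knowledge, each tested in the 3 contrasts with limma camera (18 tests). Of these tests, 11 had an adjusted p under 0.05, and 9 of the 11 also passed under fry. The exceptions were the ATF4 list under GDC0068 (fry adjusted p = 0.0579, limma) and between the drugs (fry adjusted p = 0.0833, limma), and with the replicate block both passed (fry adjusted p = 0.0121 in each, limma). With a correlation estimated from the 6 libraries in place of the preset one, 0 of the 18 tests passed at an adjusted p under 0.05, and 5 had an unadjusted p under 0.05. The 6 lists together hold 173 tested genes, of which 7 are in more than 1 list.

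The FOXO list holds genes raised by FOXO transcription factors when AKT is blocked. Its 28 tested members had a median log2 fold change of 0.39 under Degrader (0.36 and 0.39 in the 2 replicates; camera adjusted p = 4.44e-09, limma), with 23 of 28 higher. Under GDC0068 the median was 0.20 (camera adjusted p = 2.92e-08, limma) and 26 of 28 were higher. Between the drugs it was 0.20 (camera adjusted p = 2.68e-05, limma) with 21 of 28 higher under Degrader. Over all genes tested, edgeR called 20 members under Degrader, 8 under GDC0068 and 1 between the drugs; adjusted over the list alone, it called 21, 16 and 15. The counts were 21, 16 and 16 with the replicate block, and 21, 20 and 17 over the list alone. KLHL24 (ENSG00000114796, chromosome 3, 183635623 to 183684477, plus strand) rose from 50.5 ± 0.75 CPM to 77.3 ± 2.9 CPM under GDC0068, and by 1.00 on the log2 scale under Degrader (edgeR adjusted p = 1.67e-05). It was the member called between the drugs (log2 fold change 0.39, SE 0.0552, edgeR adjusted p = 0.0185). IRS2 rose by 0.89 under GDC0068 (edgeR adjusted p = 0.00240). FBXO32 (chromosome 8, 123503127 to 123541206) rose by 0.52 under Degrader (edgeR adjusted p = 1.38e-04), and BTG1 (chromosome 12, 92140278 to 92145848), which overlaps LINC01619, by 0.40 under GDC0068 (edgeR adjusted p = 0.00702).

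The SREBP list holds genes of sterol and fatty acid synthesis. Its 32 tested members had a median of 0.01 under Degrader (camera adjusted p = 0.656, limma), a value that became -0.03 without Degrader replicate 2. Under GDC0068 the median was -0.11 (camera adjusted p = 6.28e-05, limma) and 6 of 32 were higher. Between the drugs it was 0.13 (0.06 and 0.18 in the 2 replicates; camera adjusted p = 1.45e-06, limma), with 28 of 32 higher under Degrader. The numbers called by edgeR over all genes tested were 8, 3 and 3 in the order Degrader, GDC0068 and direct contrast, and adjusted over the list alone 9, 5 and 9. The blocked fit called 13, 10 and 11, and 13, 12 and 15 over the list alone. SCD (ENSG00000099194, chromosome 10, 100347110 to 100364826, plus strand) stood at 95.6 ± 1.6 CPM in DMSO, 71.4 ± 1.4 CPM under GDC0068 and 95.7 ± 3.8 CPM under Degrader, and differed between the drugs by 0.42 (SE 0.0521, edgeR adjusted p = 0.00827). INSIG1 rose under Degrader by 0.57 (edgeR adjusted p = 0.00130). ACACA (chromosome 17, 37084994 to 37359096) changed by -0.33 under Degrader and -0.37 under GDC0068 (edgeR adjusted p of 0.00484 and 0.0116). SREBF2 (chromosome 22, 41833137 to 41907305) rose by 0.26 under Degrader (edgeR adjusted p = 0.00810), and ACLY (chromosome 17, 41866918 to 41918951) changed by -0.27 under GDC0068 (edgeR adjusted p = 0.0207). The intervals of ACACA and SREBF2 overlap other genes on the same strand.

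The 31 tested genes raised by the estrogen receptor showed no common shift. Their median was -0.05 under Degrader, 0.02 under GDC0068 and -0.04 between the drugs (camera adjusted p of 0.832, 0.832 and 0.639, limma). All 3 signs turned when 1 library was left out: the medians became 0.04 without DMSO replicate 1, -0.09 without DMSO replicate 2 and 0.03 without GDC0068 replicate 1. Leaving out 1 library also breaks the pairing of the replicates. Within replicates 1 and 2, the medians were -0.08 and -0.04 under Degrader, -0.03 and 0.05 under GDC0068, and -0.03 and -0.07 between the drugs. Members went both ways. Over all genes tested, edgeR called 10, 4 and 0 of them, and 15, 6 and 0 adjusted over the list alone, against 27, 15 and 7, and 27, 17 and 12, with the replicate block. Between the drugs, 5 members had an unadjusted p under 0.05. RET (chromosome 10, 43077069 to 43127504) changed by -0.82 under Degrader and -0.57 under GDC0068 (edgeR adjusted p of 0.00133 and 0.0267). CXCL12 (chromosome 10, 44377133 to 44385097) changed by -0.32 under Degrader (edgeR adjusted p = 0.00296) and RAB31 (chromosome 18, 9708303 to 9862551) by 0.25 under GDC0068 (edgeR adjusted p = 0.0403). The RAB31 call was lost in DESeq2's Wald test (adjusted p = 0.0689) and in the fit to 4 libraries (edgeR adjusted p = 0.0631).

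Immediate-early and AP-1 genes rose under both drugs. The median over 29 tested members was 0.17 under Degrader and 0.17 under GDC0068 (camera adjusted p of 0.00674 and 0.00185, limma), with 19 and 24 of 29 higher. Without DMSO replicate 1 both medians were 0.10. Between the drugs the median was -0.01 (camera adjusted p = 0.646, limma), and its sign turned without GDC0068 replicate 1 to 0.05. FOS (ENSG00000170345, chromosome 14, 75278828 to 75282230, plus strand) rose from 12.1 ± 0.85 CPM to 17.7 ± 1.1 CPM under GDC0068 and 18.3 ± 1.1 CPM under Degrader, by 0.55 and 0.60 (edgeR adjusted p of 0.0176 and 0.00292). KLF6 (chromosome 10, 3775996 to 3785185) rose by 0.46 under Degrader (edgeR adjusted p = 0.00285). CCN1 (chromosome 1, 85580761 to 85583950) rose by 0.39 under Degrader (edgeR adjusted p = 0.00306) and by 0.30 under GDC0068 (edgeR adjusted p = 0.0345), the latter being 0.19 without GDC0068 replicate 1. Over all genes tested, 9, 2 and 0 members were called by edgeR, and 10, 4 and 2 adjusted over the list alone, with 5 at an unadjusted p under 0.05 between the drugs. With the block these counts were 17, 12 and 4, and 18, 13 and 6.

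Genes under ATF4, which serve amino acid supply and the integrated stress response, fell. Their median over 31 tested members was -0.15 under Degrader, -0.10 under GDC0068 and -0.07 between the drugs (camera adjusted p of 1.87e-04, 0.00421 and 0.00836, limma), with 5, 8 and 8 of 31 higher. edgeR called 12, 2 and 0 members over all genes tested, and 18, 7 and 0 adjusted over the list alone, or 22, 14 and 6, and 22, 15 and 6, in the blocked fit. Between the drugs 7 members had an unadjusted p under 0.05. AARS1 (chromosome 16, 70252295 to 70289506) changed by -0.40 under Degrader and -0.28 under GDC0068 (edgeR adjusted p of 5.38e-04 and 0.0126). PSAT1 (chromosome 9, 78297127 to 78330093) changed by -0.75 under Degrader (edgeR adjusted p = 0.00225). GARS1 (chromosome 7, 30594884 to 30634033) changed by -0.30 and -0.21 (edgeR adjusted p of 0.00308 and 0.0455), and the GDC0068 call of GARS1 was lost under 3 other settings.

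The list of genes raised by hypoxia-inducible factors (HIF) had 29 tested members and medians of -0.07 under Degrader, -0.06 under GDC0068 and -0.02 between the drugs. Only the GDC0068 value passed in camera (adjusted p = 0.0274, limma), and it did not with the replicate block (camera adjusted p = 0.0521, limma). Under Degrader camera gave 0.125 and fry 0.00165 (both limma adjusted p), and the median was -0.11 without Degrader replicate 2. Between the drugs camera gave an adjusted p of 0.832 (limma). In each contrast with DMSO, 11 of 29 members were higher. Some members nonetheless fell past the threshold. VEGFA (ENSG00000112715, chromosome 6, 43770775 to 43786487, plus strand) fell from 70.0 ± 2.7 CPM to 47.4 ± 2.8 CPM under GDC0068 and 41.5 ± 0.65 CPM under Degrader, log2 fold changes of -0.56 and -0.75 (edgeR adjusted p of 0.00182 and 8.29e-05). LDHA (chromosome 11, 18394563 to 18408425) changed by -0.51 and -0.58 (edgeR adjusted p of 0.00169 and 1.32e-04). HK2 (chromosome 2, 74834147 to 74893359) changed by -0.73 under Degrader (edgeR adjusted p = 0.00125) and PGK1 (chromosome X, 78104255 to 78129295) by -0.35 under GDC0068 (edgeR adjusted p = 0.0205). The LDHA interval overlaps AC084117.1 on the same strand and the VEGFA interval a gene on the other strand. Over all genes tested, edgeR called 12, 4 and 0 members, and 15, 6 and 0 adjusted over the list alone. Blocking gave 16, 11 and 3, and 17, 14 and 4. Between the drugs 7 members had an unadjusted p under 0.05.

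**Figure D4:**
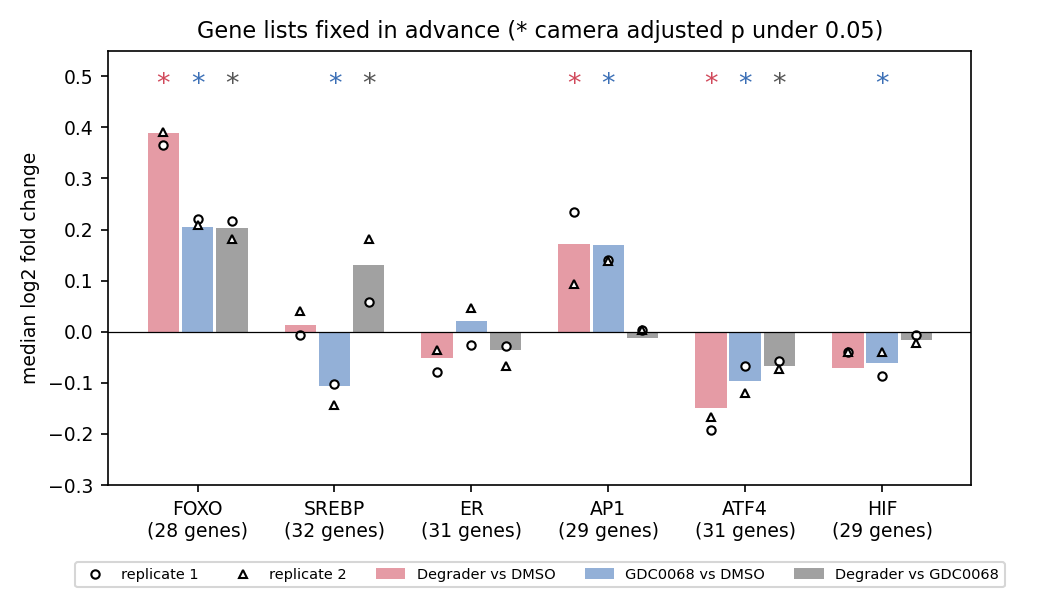
Median log2 fold change of each list (bars) in the 3 contrasts, with the median of each replicate on its own (circle, replicate 1; triangle, replicate 2); a star marks a camera adjusted p under 0.05 (limma). The FOXO list is higher under both drugs and further under Degrader (0.39 against 0.20), and the SREBP list is lower under GDC0068 (-0.11) but not under Degrader (0.01).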

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

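All tests in this part were chosen after the results they address had been seen, except camera with an estimated correlation and the test on list members that overlap no other interval.

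The largest differences between the drugs were in ribosomal RNA intervals and PID1, where GDC0068 and Degrader moved transcription in opposite directions from DMSO. The log2 fold change between the drugs was -1.04 for RNA5-8SN1, -1.02 for RNA5-8SN3, -1.01 for FP671120.4 and -0.99 for RNA5-8SN2. These are copies of the 5.8S gene, so they are one signal and not 4. Their summed CPM rose under GDC0068 by 0.45 (0.30 and 0.61 in the 2 replicates) and changed under Degrader by -0.57 (-0.60 and -0.53). Library size or composition is argued against, since the log2 TMM factors of the 6 libraries differed by at most 0.00975. Transcription of the whole unit would move its parts together. The miR-3648 intervals, which the GRCh38.p14 table places in the external spacer ahead of 18S, changed under GDC0068 by -1.06 (-1.08 and -1.05), against the direction of 5.8S. FP236383.3, which spans the unit, rose by 0.16 (0.17 and 0.15), in the direction of 5.8S. It was not called (edgeR adjusted p = 0.460) except with the replicate block (edgeR adjusted p = 0.00369). Since spacer and spanning interval disagree, higher transcription of the whole unit under GDC0068 cannot be decided here. Under Degrader the spacer changed by -0.67 (-0.40 and -0.95), in the direction of 5.8S, as lower transcription of the unit would give. These spacer intervals are 7 bp long and held 70 to 187 counts per library. FP236383.1 and FP236383.2, which lie just ahead of the start of the unit, differed between the drugs by -0.04 and -0.03 (edgeR adjusted p of 0.780 and 0.873). Mature ribosomal RNA carried over into the libraries stays open. It would move the 5.8S intervals and FP236383.3, the interval that spans the unit, by like amounts. That interval holds RNA5-8SN3 but not the other copies. The log2 ratio of the summed 5.8S copies to it rose under GDC0068 by 0.29, but by 0.13 and 0.46 in the 2 replicates. Under Degrader it changed by 0.026 (-0.029 and 0.082), with 5.8S at -0.57 and the unit at -0.59, as carry-over and lower transcription of the whole unit would both give. The carry-over cannot be told apart from a change in the handling of the precursor at this spread. An effect of the drugs on ribosomal RNA synthesis or processing is a candidate explanation that these tables leave open.

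PID1 differed between the drugs by -1.13. It rose under GDC0068 to 219 and 171 CPM in the 2 replicates and fell under Degrader to 99.1 and 79.5 CPM, from 117 and 116 CPM in DMSO. Because PID1 moved with the 5.8S intervals, reads shared with ribosomal RNA are a candidate explanation. If they made up the PID1 signal, its ratio to 5.8S would not differ between the drugs. The log2 ratio differed by -0.10, with -0.24 and 0.03 in the 2 replicates. Against DMSO it changed by 0.28 under GDC0068 (0.60 and -0.04) and by 0.17 under Degrader (0.36 and -0.0098). The departures are in replicate 1 and not in replicate 2, so shared reads and a drug effect on PID1 itself cannot be told apart. The GRCh38.p14 table also places RN7SKP283, a 7SK pseudogene, within PID1. The RN7SK interval itself held 0.478 to 1.57 CPM, too little to show whether its reads were assigned to PID1. A biological difference between the drugs at PID1 stays open.

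The SREBP list differed between the drugs by 0.13, in the same direction in both replicates (0.06 and 0.18). No shift was called under Degrader, and the median was lower under GDC0068. A trend with interval length is argued against: with each library's length trend removed and the replicate block, camera gave an adjusted p of 1.12e-05 (limma), and the median was 0.14. Overlapping intervals are argued against as the source of the difference between the drugs. There the 23 members that overlap no other interval had a median of 0.16 and a camera adjusted p of 1.31e-06 (limma) with the block. Against DMSO, without the block, these members had a median of 0.079 under Degrader (0.057 and 0.062 in the 2 replicates), with 5 of 23 lower. That shift did not pass (camera adjusted p = 0.125, limma), but it was larger than the 0.01 of the whole list. Multiplying the GDC0068 effects by a factor above 1 can only widen the difference between the drugs, so it is no test of unequal doses for this list. A stronger dose of Degrader would by itself move the list further in the GDC0068 direction, whereas its median was 0.01 under Degrader and -0.11 under GDC0068. These p-values use the preset correlation; with an estimated correlation the adjusted p was 0.152 (limma), so agreement among members that are regulated together could make the list look more certain than it is. A difference between degradation and inhibition of AKT at sterol and fatty acid genes is a hypothesis found and tested on the same 6 libraries. GC content was not tested.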

How the results depend on the processing

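Among the models, the replicate block moved the call counts most. It gave 6114 calls for Degrader vs DMSO, 3540 for GDC0068 vs DMSO and 2065 for Degrader vs GDC0068, and with the length trend removed as well, which was added after seeing the data, 6048, 3492 and 1641. The blocked fit had a lower coefficient of variation (3.11% against 5.51%), which lets smaller changes pass. With the block, AKT2 was called under Degrader (0.11, edgeR adjusted p = 0.0438), the HIF list was no longer called under GDC0068 (-0.063, camera adjusted p = 0.0521, limma), and the share of GDC0068 calls with the same sign under Degrader was 95.5%, over more calls. Among the named genes it changed no other edgeR call, and among the lists no other camera call. Under fry it added the ATF4 list under GDC0068 and between the drugs (adjusted p = 0.0121 in each, limma).

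The threshold moved the counts by construction. At an adjusted p under 0.1, edgeR called 1474 genes for GDC0068 and 224 between the drugs, and under 0.01 the counts were 1203 for Degrader, 95 for GDC0068 and 11 between the drugs. At least 1.5-fold changes were found in 338, 67 and 13 of the called genes. The direct contrast also moved with the test: DESeq2's Wald test called 141 genes, robust estimation in edgeR 116 and the fit to 4 libraries 23. The fit to 4 libraries has fewer residual degrees of freedom. It nonetheless raised the Degrader count from 3039 to 3215, while the GDC0068 count fell from 712 to 528. The cause was not tested for any of these settings. DESeq2 left 2701, 3859 and 5016 genes without an adjusted p in the 3 contrasts. Of the 53 genes, 52 were among its 141. The scalings, filters, legacy mode and removal of the length trend alone kept all 3 counts within 1.5 times, from 3007 to 3257 for Degrader, 685 to 863 for GDC0068 and 50 to 61 between the drugs.

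For the lists, camera with an estimated correlation kept every median but called none of the 11. The medians and adjusted p (limma) were, under Degrader, 0.39 and 0.0618 for FOXO, 0.17 and 0.152 for AP1, and -0.15 and 0.179 for ATF4. Under GDC0068 they were 0.20 and 0.0618 for FOXO, -0.11 and 0.176 for SREBP, 0.17 and 0.141 for AP1, -0.096 and 0.246 for ATF4, and -0.061 and 0.176 for HIF. Between the drugs they were 0.20 and 0.0873 for FOXO, 0.13 and 0.152 for SREBP, and -0.066 and 0.268 for ATF4. A correlation estimated from 3 residual degrees of freedom is itself uncertain. The fry test did not call ATF4 under GDC0068 (-0.096, adjusted p = 0.0579, limma) or between the drugs (-0.066, adjusted p = 0.0833, limma), and called HIF under Degrader (-0.071, adjusted p = 0.00165, limma). Both ATF4 tests passed fry with the block, as given above; for HIF the cause was not tested.

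AKT1 under GDC0068 was not called in the fit to 4 libraries (-0.23, edgeR adjusted p = 0.0524). AKT2 under GDC0068, which was 0.00132, turned sign within its error: it was -0.00314 with DESeq2's size factors, -0.00333 without the filter, -0.00313 in DESeq2 and -0.00394 in the fit to 4 libraries. The correlation of the drug effects was 0.582 without the filter on low counts, 0.759 over genes with at least 10 CPM, and 0.308 or 0.400 with separate controls. Separate controls remove the shared control, but rest each drug on 1 DMSO library of a different replicate number. The cause was not tested further. Among the other named genes, 58 results were followed through the settings. Of the values obtained, 12 changed, all weaker: 5 in the fit to 4 libraries, 4 with robust estimation, 2 in DESeq2 and 1 without the legacy mode. The other 501 kept their direction and side of the threshold. Results without an adjusted p were left out of these counts: DESeq2 kept 49 besides the 2 weaker, and the filter at a mean of 50 counts kept 56.

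Leaving out each of the 6 libraries in turn gave the following ranges; no p-values were computed, since an arm then has 1 library. The median log2 fold change of the genes called higher ranged from 0.30 to 0.34 under Degrader, 0.33 to 0.36 under GDC0068 and 0.34 to 0.39 between the drugs, and of those called lower from -0.35 to -0.30, -0.34 to -0.31 and -0.53 to -0.43. Under Degrader the list medians ranged from 0.33 to 0.39 for FOXO, -0.031 to 0.059 for SREBP, -0.11 to 0.038 for ER, -0.20 to -0.15 for ATF4 and -0.11 to -0.063 for HIF. Under GDC0068 they ranged from 0.20 to 0.23 for FOXO, -0.093 to 0.12 for ER and 0.10 to 0.17 for AP1. Between the drugs they ranged from 0.15 to 0.22 for FOXO, -0.084 to 0.029 for ER, -0.028 to 0.046 for AP1, -0.10 to -0.046 for ATF4 and -0.036 to -0.0067 for HIF. The signs that turned were those of SREBP without Degrader replicate 2 (-0.031), of ER in all 3 contrasts and of AP1 between the drugs (0.046 without GDC0068 replicate 1, 0.011 without Degrader replicate 2). AKT2 under GDC0068 ranged from -0.039 without DMSO replicate 1 to 0.037 without DMSO replicate 2, and AKT1 from -0.079 to -0.058 between the drugs. The correlation ranged from 0.487 to 0.751 and the share with the same sign from 97.2% to 98.3%. Of the other named genes, 57 values moved by more than the spread between replicates, 291 did not and 0 turned sign; AL392083.1 under Degrader (0.52 without Degrader replicate 2) and CCN1 under GDC0068 (0.19 without GDC0068 replicate 1) moved by over 1.5 times.

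Depth limits the low-count genes most. Among the named genes, AC011008.1, RNU1-73P, MIR3648-2, AL392083.1 and AL032819.1 had the fewest counts in a library (14, 16, 31, 32 and 39). At the median gene counting error is 3.63% to 4.03%. This is below the spread of 5.51% between replicates but above the 3.11% of the fit with the replicate block.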

Other observations

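The test of a dose factor, and those of interval length for the ribosomal protein genes and CYP1A1, were chosen after their results had been seen; the other tests in this part were chosen after the pattern but before their own values.

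Ribosomal protein genes were lower under Degrader than under GDC0068. The 84 genes, some of them paralogs named as like a ribosomal protein, had a median log2 fold change of -0.32 against DMSO under Degrader, -0.09 under GDC0068 and -0.24 between the drugs (-0.28 and -0.20 in the 2 replicates), with 81 of 84 lower under Degrader than under GDC0068. The medians between the drugs were -0.23 with DESeq2's size factors and -0.24 with total counts. camera gave an adjusted p of 7.84e-24 and fry 0.0128 (limma), while camera with an estimated correlation gave an adjusted p of 0.105 (limma). Short genes as a class moved the same way: intervals over 2000 and up to 5000 bp had a median of -0.09 between the drugs and those over 100000 bp 0.05. Length alone is argued against, since the median was -0.18 with each library's length trend removed and camera with the replicate block gave an adjusted p of 4.76e-16 (limma). Random lists matched on length and mean CPM argue against these 2 properties together: 0 of 10000 had a median as low, their median was -0.06 and the lowest was -0.12. Carry-over of mature mRNA would lower other abundant mRNAs alike. A list of 29 tested abundant mRNAs, 3 of which are also in the HIF list, had a median of -0.075, with 21 of 29 lower (camera adjusted p = 0.00370, limma). With the length trend removed it was -0.01 (camera adjusted p = 0.174, limma), and against DMSO the list was then lower by like amounts under Degrader (-0.043, camera adjusted p = 0.00552, limma) and GDC0068 (-0.038, camera adjusted p = 0.0242, limma). Carry-over is therefore argued against as the whole of the ribosomal protein difference, and a part in it stays open, since the list differed between the drugs before the length trend was removed. A single dose factor of 1.91, which matches the FOXO list, left 11 edgeR calls between the drugs, against 53 without it. With the replicate block the calls were 903 against 2065. Scaling the GDC0068 effects also raises the error of the contrast, so the lower counts alone cannot decide on unequal doses. At the factor of 1.91 the ribosomal protein genes were left at -0.17 (camera adjusted p = 1.66e-05, limma). Factors of 2.5 and 3 left medians of -0.12 and -0.089 (camera adjusted p of 0.0678 and 0.570, limma), where the scaling also raises the error of the contrast, but at 2.5 the FOXO list differed the other way, by -0.18 (camera adjusted p = 7.01e-04, limma). One hypothesis is that loss of the AKT proteins lowers transcription of ribosomal protein genes more than inhibition does. The reads these genes share with their many pseudogenes, and GC content, were not tested.

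HES1 (chromosome 3, 194136148 to 194138732) was chosen after its values were seen. It stood at 140 ± 3.2 CPM in DMSO, 236 ± 5.1 CPM under GDC0068 and 150 ± 13 CPM under Degrader, a log2 fold change of 0.75 under GDC0068 (edgeR adjusted p = 3.42e-04) and 0.10 under Degrader (edgeR adjusted p = 0.298). The direct contrast gave -0.65 (edgeR adjusted p = 0.00177). The larger change was under GDC0068, the opposite of what a stronger dose of Degrader alone would give. No technical explanation was tested for HES1.

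Replicate 2 differed from replicate 1 over the 3 arms together. No gene was tested for this within an arm, which has 1 library per replicate. In the fit with the replicate block, edgeR called 1586 genes between the experiments, 718 higher and 868 lower in replicate 2. CYP1A1 (chromosome 15, 74719542 to 74725528) rose from 3.24 to 23.2 CPM in DMSO, and from 7.45 to 54.4 CPM under Degrader, and by 2.65 on the log2 scale under GDC0068, a fitted log2 difference of 2.80 (edgeR adjusted p = 1.09e-19). CYP1B1 (chromosome 2, 38067509 to 38076151) rose by 0.88 and its neighbour RMDN2-AS1 by 1.17. Because of this, CYP1A1 was not called for Degrader against DMSO without the block (edgeR adjusted p = 0.382) and was called with it (edgeR adjusted p = 6.43e-11). The difference between replicates followed interval length across genes, which are not independent replicates, with a Spearman correlation of 0.192, and -0.0149 once each library's length trend was removed. Of the 1388 genes then called, 1190 were among the 1586. Interval length is argued against for CYP1A1, whose difference was 2.82 with the trend removed. CYP1A1 and CYP1B1 are targets of the aryl hydrocarbon receptor, and higher activity of that receptor in the second experiment is a candidate explanation. Of 8 other genes under the receptor, 4 were tested, in 5 intervals since AHRR has 2 that overlap. In replicate 2, 4 of the 5 intervals were higher, and 1 of AHRR's was called at 0.35 (edgeR adjusted p = 0.00262). As a set they did not pass (camera adjusted p = 0.0907 over 8 lists, limma), so these few genes cannot decide.

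The ER list was lower in replicate 2, with a median of -0.09 and 7 of 31 members higher (camera adjusted p = 3.29e-04, limma). It did not pass under fry (0.0972, limma adjusted p) or with an estimated correlation (0.543, limma adjusted p). The medians were -0.15 in DMSO, -0.07 under GDC0068 and -0.12 under Degrader. Interval length is argued against, since camera with the length trend removed gave an adjusted p of 7.32e-05 (limma). Of the other 7 lists, the ribosomal protein genes also passed (median -0.04, camera adjusted p = 0.0485, limma), but not with the length trend removed (camera adjusted p = 0.765, limma) or under fry (adjusted p = 0.409, limma). The ATF4 list, with 23 of 31 members higher, passed under fry (adjusted p = 0.0243, and 0.00632 with the length trend removed, limma) and not in camera (adjusted p = 0.0813, limma). Whether medium, handling or library making differed between the experiments cannot be told apart, since each experiment is also a batch, and no biological explanation was tested.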
